A study of Escherichia coli with 12 samples.

How the data were processed

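RNA-seq was measured in Escherichia coli MG1655pro, in 2 experiments with 2 libraries per group. In the depletion experiment, both strains carried the Lon protease of Mesoplasma florum (mf-lon) under an inducible promoter in lacZ, and 1 of them also carried topA with a degradation tag that this protease recognises (TopA-PDT). Both were grown in LB at 30 °C and treated for 4 h with 50 ng/mL of the inducer AtC. In the variant experiment, the tagged strain also held a plasmid for dCas9 repression of the chromosomal topA promoter (CRISPRi) and a pGB2 plasmid expressing TopoI from an arabinose promoter. The plasmid copy was wild type (TopoI-WT) or 1 of 3 variants named Gly5, G703P and Y704A in the labels. These cultures received 0.2% arabinose for 3 h and AtC at 50 ng/mL for the last 1.5 h.

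The authors deposited raw read counts per gene for every library, in 1 table per experiment, and these counts were used as deposited. Per the labels' protocols, total RNA was depleted of rRNA, the first library of each depletion strain was made with a TruSeq kit and sequenced at Macrogen, and all other libraries were made at Novogene with another directional kit. The aligner, the counting program, the genome build, whether counting used the strand, and the treatment of reads shared by near-identical genes are not given in the sources used here. All 17184 values of the depletion table and all 34368 values of the variant table were whole numbers of at least 0. Each table listed 4296 loci, of which 4292 matched a locus tag of the ASM584v2 gene list, used for symbols. The deposited per-library tables of the 2 first libraries repeated the same counts for all 4296 loci and added 17 predicted RNAs, with the authors' RPM and RPKM values, which were not used here. Coordinates are those of these deposited tables, whose build is not named. They equalled ASM584v2 at 4114 of 4139 coding loci. Coding lengths were multiples of 3 at 99.98% of coding loci, so the length analysed is the coding length. The tables held 86 tRNA loci and 0 rRNA loci.

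Totals per library ran from 6313928 to 37074623 counts. Libraries of one group differed by far more than counting noise (chi-square per degree of freedom of 11.0 to 1099 over loci), so none was treated as a repeat of another. Groups were taken from the labels. The replicate number 1 or 2 of the depletion experiment also marks the library preparation, per the labels, and the deviations of the 2 strains between preparations correlated across loci (r = 0.84).

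Changes were tested with edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3, robust fit, TMM factors, filterByExpr, two-sided) and called at a Benjamini-Hochberg FDR under 0.05. The depletion fit used its 4 libraries with the library preparation as a covariate, which left 1 residual degree of freedom, and tested 4020 loci. The variant fit used all 8 libraries without a block, which left 4, and tested 3768 loci. Levels are CPM, computed from the deposited counts as each count's share of the library total scaled by the TMM factor. Standard errors (SE) of log2 fold changes were derived from the F statistic. Across both experiments, 7 comparisons were made. Gene sets were tested with camera (limma 3.58.1, inter-gene correlation of 0.01), adjusted over 49 tests of sets and comparisons, with fry and an estimated correlation beside it. Relations across loci are given as rho or r without a p-value, since loci are not independent replicates. Because the 3 variants share the TopoI-WT libraries, 100 simulations of unchanged groups gave the correlation that sharing alone produces. Relations across libraries used exact two-sided permutation tests on log2 CPM (scipy 1.17.1). For the 8 genes fixed in advance, named below, p-values were also adjusted over the list alone.

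The design, the tests, the rule for naming genes and most alternatives were fixed before the data were examined. The rule named topA, topB, gyrA, gyrB, parC, parE, lacZ and araB in each comparison with a reference. It added the 3 loci with the largest rise and the 3 with the largest fall among those with an FDR under 0.05, no overlap between the libraries of both groups and a mean count of at least 50. For depletion, the same direction in both preparations took the place of no overlap. For comparisons between variants it named topA and the 3 loci with the smallest FDR. The alternatives were DESeq2 size factors, the DESeq2 test (version 1.42.0), no filter on low counts, a log2 fold change over 1, a replicate block or its removal, each library left out, only the libraries compared, and library totals without TMM factors.

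The same functions were tested on simulated data made from the real means, library sizes and dispersions, with 200 changed loci and 5 runs per setting. For depletion, simulated on 4020 loci, 53.1% of changes of log2 size 1 and 95.4% of those of size 2 were called, but 12.8% and 10.8% of the calls were false. For Y704A against TopoI-WT, simulated on 3768 loci, 67.9% and 93.2% were called, with 5.91% and 7.04% false calls. The depletion design therefore lets through more false calls than its nominal FDR in simulation.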

Results

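Transcript levels were measured by RNA-seq in 12 libraries of Escherichia coli. The depletion experiment compared a strain with degradable topoisomerase I (TopA-PDT) with a strain that carried the mf-lon protease alone, as 2 libraries each. The variant experiment compared 3 TopoI variants with TopoI-WT, again as 2 libraries each. Topoisomerase I, encoded by topA, relaxes negative supercoils in DNA. The control libraries of the depletion experiment held 32650044 and 10672984 counts, and the TopA-PDT libraries 37074623 and 8171551. In each of these pairs the first library came from the TruSeq and the second from the Novogene preparation. The variant libraries held between 6313928 and 8855366 counts.

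The level of topA (b1274, 1331048 to 1333645, plus strand, coding) was examined first. Depletion acts on the protein, so its transcript does not check the labels of that experiment. In the control libraries topA reached 359.5 and 727.7 CPM, and in the TopA-PDT libraries 853.5 and 1228 CPM. The log2 fold change was 1.00 (SE 0.20), higher in both preparations, with an FDR of 0.316 in edgeR's test. DESeq2 gave 1.03 with an adjusted p of 0.0133, and scaling by library totals gave 0.87 with an FDR of 0.0166. The log2 fold change of topA was 1.25 in the TruSeq and 0.76 in the Novogene preparation alone. Leaving out a library gave 0.52 and 1.57 without control replicate 1 and 2, and 1.18 and 0.66 without TopA-PDT replicate 1 and 2. Such fits lack the preparation covariate and compare the strains across unequal preparations, so their range also holds the difference between preparations. Among the 8 genes fixed in advance, topA had an FDR of 0.0424 when adjusted over the list alone. In the variant experiment, gene counts cannot separate the chromosomal from the plasmid copy of topA. TopoI-WT libraries reached 3650 ± 660.2 CPM (SD, n = 2), Gly5 libraries 2122 ± 898.1, G703P libraries 1422 ± 500.4 and Y704A libraries 1170 ± 207.3. Against TopoI-WT, edgeR gave a log2 fold change of -0.78 (SE 0.38, FDR 0.467) for Gly5, -1.36 (SE 0.38, FDR 0.0776) for G703P and -1.64 (SE 0.39, FDR 0.0366) for Y704A. The Y704A call was lost without any 1 of the 4 libraries compared, with log2 fold changes between -1.85 and -1.44: without TopoI-WT replicate 1 or 2 the FDR was 0.0648 or 0.146, and without Y704A replicate 1 or 2 it was 0.184 or 0.131. For Gly5 the log2 fold change was -1.30 without Gly5 replicate 1 and -0.42 without its replicate 2. For G703P, DESeq2 gave an adjusted p of 0.000449. Between variants, topA differed by 0.28 for G703P against Y704A (FDR 0.842), 0.58 for Gly5 against G703P (FDR 0.361) and 0.86 for Gly5 against Y704A (FDR 0.166), so none of these passed the threshold in edgeR. DESeq2 gave an adjusted p of 0.0273 for Gly5 against Y704A. The difference of 0.28 turned to -0.12 without G703P replicate 1, and was 0.60 without its replicate 2 and 0.11 or 0.48 without Y704A replicate 1 or 2. Leaving out Gly5 replicate 1 or 2 changed the log2 difference of Gly5 to 0.061 or 0.95 against G703P and 0.34 or 1.24 against Y704A. Without G703P replicate 1 or 2 the difference from G703P was 0.98 or 0.25, and without Y704A replicate 1 or 2 that from Y704A was 0.69 or 1.06.

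**Figure D1:**
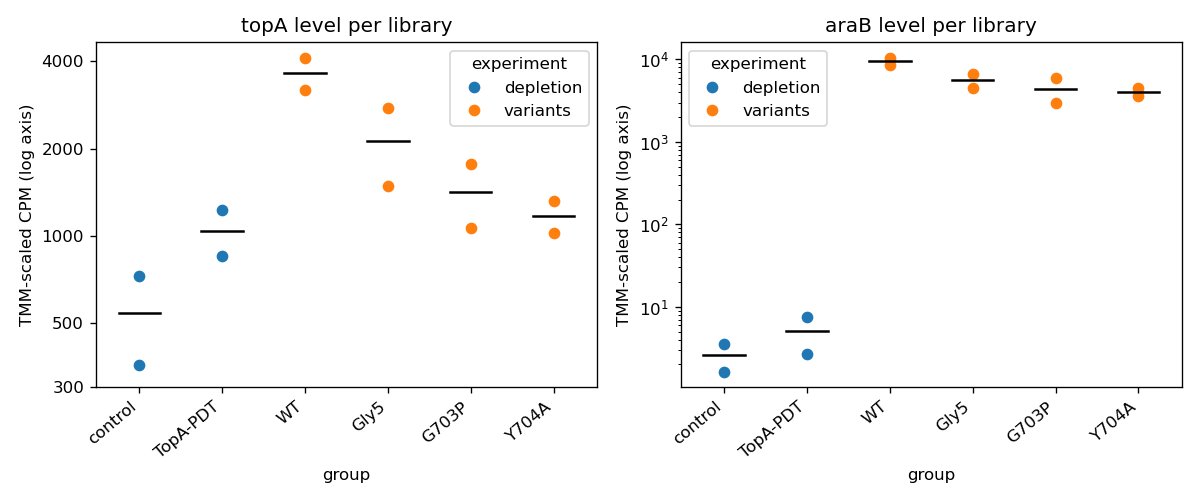
Points show topA (left) and araB (right) in TMM-scaled CPM on log axes, 1 point per library, and horizontal lines the mean of 2 libraries per group. TopoI-WT lies highest for both genes, with means of 3650 and 9503 CPM, and the scaling was done within each experiment.

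The arabinose-induced chromosomal gene araB (b0063, 68348 to 70048, minus strand, coding) was compared in the same way. Its level was 2.61 CPM in control and 5.14 CPM in TopA-PDT libraries, which received no arabinose, and 9503 ± 1244 CPM (SD, n = 2) in TopoI-WT libraries. It fell by 0.77 on the log2 scale in Gly5 (FDR 0.464), by 1.11 in G703P (FDR 0.108) and by 1.23 in Y704A (FDR 0.0681). DESeq2 placed the falls in G703P and Y704A past the threshold, with adjusted p of 0.00534 and 0.000699. In edgeR with only the 4 libraries compared, araB also passed in Y704A, with a log2 fold change of -1.24 and an FDR of 0.000123. The fall of araB in G703P depended on single libraries. Its log2 fold change was -1.70 or -0.68 without G703P replicate 1 or 2. Without TopoI-WT replicate 1 or 2 it was -1.24 or -0.97.

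The depletion comparison asked which transcripts change when TopoI is partially removed. No locus passed an FDR of 0.05 in edgeR, where the smallest FDR was 0.294 and 554 loci had an unadjusted p under 0.05, against 201 expected by chance. DESeq2 called 99 loci, 82 higher and 17 lower, and edgeR with library totals called 222, 123 higher and 99 lower. Higher calls thus made up 82.8% in DESeq2 and 55.4% with library totals. That scaling moved the median of all loci to -0.17. The log2 ratios of the preparations correlated across loci with r = 0.34, and 63.3% of loci had the same sign. Over 1 on the log2 scale in both preparations, 58 loci were higher and 17 lower, and 12 moved opposite ways. Among the other named genes, parC changed by 0.46 (SE 0.14, FDR 0.324) and parE by 0.26. The change was -0.17 in topB, -0.12 in gyrA and -0.29 in gyrB, and all these genes had FDRs above the threshold. Without each library in turn, parC ranged from 0.27 to 0.71 and parE from 0.11 to 0.43. All fits without 1 library lack the preparation covariate and compare the strains across unequal preparations. In the same fits topB ranged from -0.28 to -0.018 and gyrB from -0.51 to -0.059. The sign of topB and gyrA turned in the Novogene preparation alone, and that of gyrA also without control replicate 1 (0.98) or TopA-PDT replicate 2 (0.41). Of the 8 genes fixed in advance, 0 passed in edgeR over all loci, 4 had an unadjusted p under 0.05, and 3 (topA, lacZ and araB) passed when adjusted over the list alone. DESeq2 called topA among them. For araB, with 17 and 21 counts in the Novogene libraries, the log2 fold change was 0.97. In the single preparations it was 1.06 (TruSeq) and 0.69 (Novogene). It was 1.68 or 0.58 without control replicate 1 or 2. Without TopA-PDT replicate 1 or 2 it was 0.012 or 1.53. The host gene of the protease construct, lacZ (b0344, 363231 to 366305, minus strand, coding), had 1398 and 29 counts in control and 4008 and 31 in TopA-PDT libraries, with a log2 fold change of 1.24 (SE 0.30, FDR 0.322). In the single preparations this value was 1.58 (TruSeq) and 0.50 (Novogene). Without TopA-PDT replicate 1, which leaves unequal preparations, it was -2.37. With library totals it was 1.05 with an FDR of 0.0198.

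The variant comparisons asked how the transcriptome differs when TopoI carries each change. Gly5 differed from TopoI-WT at 102 loci, 63 higher and 39 lower. G703P differed at 380 loci, 167 higher and 213 lower, and Y704A at 814, 371 higher and 443 lower. Each count depended on single libraries. Leaving out TopoI-WT replicate 1 gave 12, 0 and 539 loci for Gly5, G703P and Y704A, and leaving out TopoI-WT replicate 2 gave 43, 56 and 138. Without variant replicate 1 the counts were 45 (Gly5), 579 (G703P) and 19 (Y704A), and without variant replicate 2 they were 21, 6 and 1. At an unadjusted p under 0.05, the G703P comparison without TopoI-WT replicate 1 still held 1138 loci. With library totals in place of TMM factors, the median of all loci moved to 0.16 for G703P and 0.11 for Y704A, and 78.9% and 59.4% of their calls were then higher. For Gly5 that median was 0.069, and 73.7% of its 95 calls were higher.

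**Figure D2:**
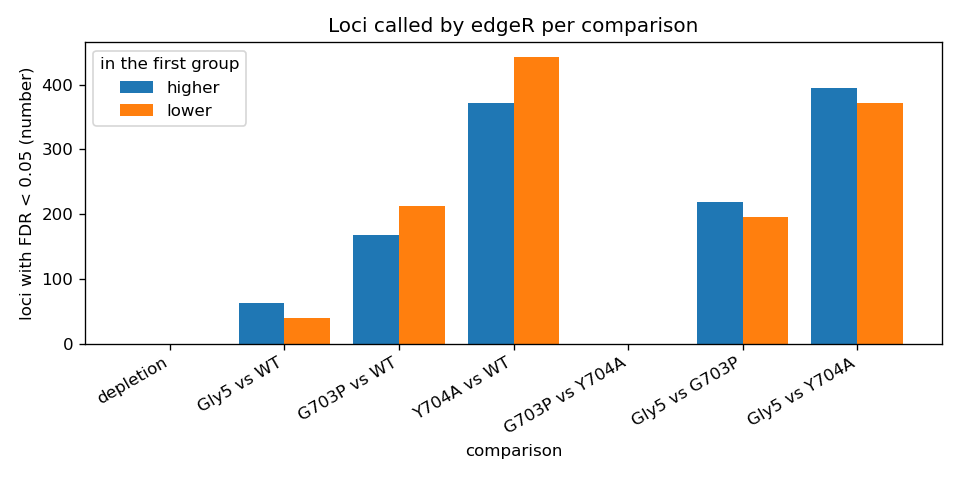
Bars give the number of loci with an FDR under 0.05 in edgeR's test, higher or lower in the first group of each comparison. The counts were 0 for depletion, 102 for Gly5, 380 for G703P and 814 for Y704A against TopoI-WT, and 0, 414 and 766 between variants.

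In Gly5, the largest rises were in flu (b2000, 2071539 to 2074658, plus strand), yeeR and tap. The level of flu was 530.5 ± 1.70 CPM in Gly5 and 16.5 ± 2.87 in TopoI-WT (SD, n = 2), a log2 fold change of 5.01 (SE 0.16, FDR 1.67e-07). The adjacent yeeR (b2001, 2074779 to 2076311, plus strand) rose by 3.73 (SE 0.27, FDR 0.000131), and tap by 2.51 (SE 0.45, FDR 0.0269). The largest falls were -1.93 in yjiX (FDR 0.0498), -1.23 in ynfL (FDR 0.0258) and -1.23 in murP (FDR 0.0462). In G703P, proV rose by 1.57 (SE 0.21, FDR 0.0166), yjcB by 1.55 (FDR 0.0178) and leuB by 1.49 (FDR 0.0139). In that variant malK (b4035, 4246784 to 4247899, plus strand) changed by -2.16 (SE 0.44, FDR 0.0361), ttdR by -1.86 (FDR 0.0349) and ydjX by -1.84 (FDR 0.0178). In Y704A, yjcB rose by 1.65 (FDR 0.00701), cspF by 1.53 (FDR 0.00877) and nirC by 1.51 (FDR 0.0347). There malK changed by -2.67 (SE 0.46, FDR 0.0135), ybaE by -2.41 (FDR 0.0258) and ycbJ by -2.41 (FDR 0.0428). All 18 of these calls kept their direction when a library was left out, but only flu and yeeR kept their call throughout. Without replicate 2 of the variant, 16 of the 18 were lost (FDR 0.0619 to 0.302), and without its replicate 1, 9 were lost. Without TopoI-WT replicate 1 or 2, 12 were lost in each case. With only the 4 libraries compared, 4 were lost (FDR 0.0609 to 0.227), with DESeq2 size factors 2 (murP and yjiX in Gly5), and without the filter 1 (ycbJ in Y704A). Among the topoisomerase genes other than topA, parC rose by 0.38 in Y704A (SE 0.10, FDR 0.0300). That call was lost in DESeq2, with an adjusted p of 0.0501. It was also lost without TopoI-WT replicate 1 or 2 (FDR 0.0557 and 0.132) and without Y704A replicate 1 or 2 (FDR 0.171 and 0.141). With library totals, parC (0.39, FDR 0.0462) and parE (0.60, FDR 0.0276) passed in G703P and parE (0.44, FDR 0.0465) in Y704A. In Y704A, parE also passed without TopoI-WT replicate 1 (0.52, FDR 0.0397). Of the 8 genes fixed in advance, 2 passed over all loci and 3 when adjusted over the list alone in Y704A, while in edgeR 0 passed either way in Gly5 and G703P, with 0 and 4 at an unadjusted p under 0.05. DESeq2 called topA and araB of them in G703P and none in Gly5. In G703P, topB (-0.06) and gyrB (-0.11) turned sign when library totals set the scale.

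The difference between variants was tested directly. G703P and Y704A differed at 0 loci in edgeR, with 412 loci at an unadjusted p under 0.05 and a smallest FDR of 0.0671, while DESeq2 called 16. Gly5 differed from G703P at 414 loci (218 higher, 196 lower) and from Y704A at 766 (394 higher, 372 lower). In the first of these, leaving out Gly5 replicate 1 or G703P replicate 2 left 101 or 148 loci, and library totals made 38.0% of the calls higher, with a median shift of -0.10. In the second, leaving out Gly5 replicate 1, Y704A replicate 1 or Y704A replicate 2 left 217, 191 or 198. The smallest FDRs were those of flu (log2 difference 5.12, FDR 1.5e-07), malE (3.98, FDR 1.9e-06) and yeeR (3.74, FDR 0.000146) against G703P, and of flu (5.52, FDR 9.86e-08), malE (4.70, FDR 7e-07) and flgC (3.88, FDR 4.89e-05) against Y704A. malE (b4034, 4245229 to 4246419, minus strand) reached 239.2 ± 1.20 CPM in Gly5, 15.2 ± 2.63 in G703P and 9.22 ± 0.913 in Y704A (SD, n = 2).

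Calls were compared across variants. G703P and Y704A shared 283 called loci, all in the same direction. In 20 simulations of unchanged groups against the shared TopoI-WT libraries, 2 such groups shared at most 1 call. Such a group had 0.275 calls on average, so this does not give the overlap that a shared reference produces between lists of 380 and 814 loci. Gly5 shared 15 calls with G703P, 9 in the same and 6 in the opposite direction, and 38 with Y704A, 15 in the same and 23 in the opposite direction. Across 3768 loci the log2 fold changes of G703P and Y704A correlated with r = 0.82, above the 0.454 to 0.536 that 100 simulations with a shared reference gave. With a different TopoI-WT library for each variant, r was 0.64 or 0.61. For Gly5, r was 0.29 with G703P and 0.18 with Y704A, below that simulated range. The depletion effects correlated across 3749 loci with Pearson r = 0.25 with Gly5, -0.04 with G703P and -0.13 with Y704A. Spearman's rho was 0.14, -0.04 and -0.13 in the same order, so the relation with Gly5 was weaker by rank. The sign for G703P and Y704A did not hold in both preparations. Against the single libraries of G703P, r was -0.10 and -0.11 in the TruSeq and 0.10 and 0.064 in the Novogene preparation. Against those of Y704A it was -0.19 and -0.21 in the TruSeq, and 0.0075 and 0.028 in the Novogene preparation. For Gly5 it was 0.24 and 0.24 in the TruSeq, and 0.074 and 0.19 in the Novogene preparation.

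Gene sets fixed in advance were tested. The 49 flagella and chemotaxis genes were higher in Gly5 than in TopoI-WT, with a median log2 fold change of 1.89, all 49 above the median of all loci, and an FDR of 7.88e-89 in camera and 0.0455 in fry. The 15 heat shock genes were lower in Gly5, with a median of -0.60 (camera FDR 2.84e-13, fry FDR 0.0283). Both sets also separated Gly5 from G703P and from Y704A in camera and in fry. In Y704A, flagella genes had a median of -0.59 (camera FDR 0.00184) and heat shock genes a median of 0.31 (camera FDR 0.00605), and neither call held in fry, with FDRs of 0.446 and 0.101. Without Y704A replicate 2 both were also lost in camera, with medians of -0.29 and 0.19. In depletion, all 49 flagella genes lay above the median, at a median of 1.62 (camera FDR 2.82e-71). The flagella median was 2.18 in the TruSeq and 1.08 in the Novogene preparation. Leaving out control replicate 1 or 2 changed it to 0.86 or 2.53. Leaving out TopA-PDT replicate 1 or 2 gave 1.66 or 1.13 in depletion. Heat shock genes had a median of 0.49 there (camera FDR 0.00758), a call that was lost without control replicate 1 (median 0.26) or TopA-PDT replicate 2 (median 0.41). Neither held in fry (FDR 0.446 and 0.552). In G703P against Y704A, camera called the flagella, heat shock and ribosomal protein sets, and fry called none. There the flagella call was lost without G703P replicate 2 (median 0.041) or Y704A replicate 2 (median 0.33), and the ribosomal protein call without G703P replicate 1 (median 0.034) or Y704A replicate 1 (median -0.020). No set in any comparison passed with an estimated inter-gene correlation, where the smallest FDR was 0.319. In depletion, the topoisomerase set had a median of 0.07 with topA and -0.12 without it, while the mean without topA was 0.028, and neither passed in camera. Median, mean and test differed in sign in 8 of the 49 set tests, and 0 of these 8 passed in camera. SOS, acid stress and topoisomerase genes passed in no comparison with all libraries. In depletion, ribosomal protein genes passed in camera without each of the 4 libraries in turn, with medians of -0.52 and 0.64 without control replicate 1 and 2, and 0.39 and -0.74 without TopA-PDT replicate 1 and 2. Acid stress genes passed there without control replicate 1 (2.28), TopA-PDT replicate 1 (-1.32) and TopA-PDT replicate 2 (2.48). Each of these fits lacks the preparation covariate.

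Because the series concerns transcription elongation, changes were compared with coding length. Across coding loci, Spearman's rho was 0.170 for depletion (0.124 and 0.165 in the single preparations), 0.0073 for Gly5, 0.050 for G703P and 0.081 for Y704A. With single variant libraries it was -0.034 and 0.039 for Gly5, where the sign turned, 0.080 and 0.027 for G703P, and 0.065 and 0.096 for Y704A. Between the 2 libraries of one variant group, rho ranged from -0.043 to 0.074. In depletion, the median log2 fold change was -0.12 in the bin of shortest coding loci and 0.057 in the longest of 5 bins. Loci are not independent replicates.

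**Figure D3:**
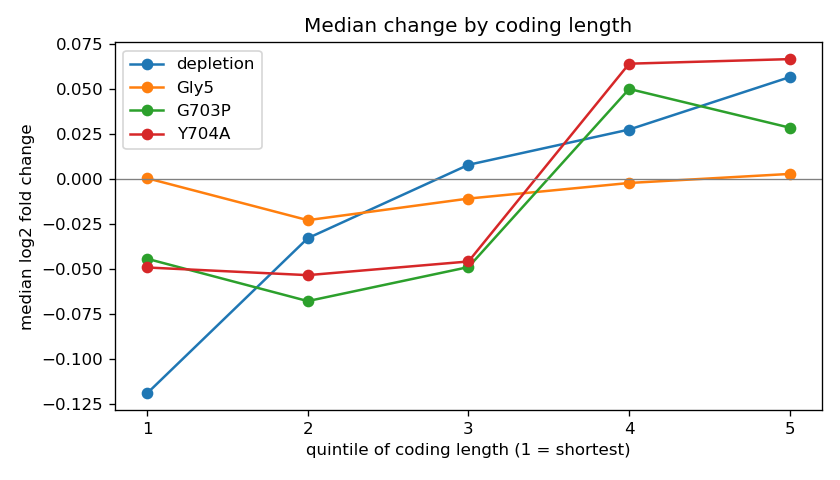
Lines join the median log2 fold change of coding loci in 5 bins of coding length, from shortest to longest, for depletion and for each variant against TopoI-WT. For depletion the median runs from -0.12 to 0.057, and no error is drawn because loci are not replicates.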

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

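The tests of library size, of the phase state of flu and its relation with topA, and of scaling and flanking genes for the predicted RNAs were chosen only after the result was seen.

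Direct tests between variants separated Gly5 from both other variants, at 414 loci against G703P and 766 against Y704A. The effects of Gly5 and these variants therefore differed beyond the spread between libraries, but the counts depended on single libraries. They were 101 and 217 without Gly5 replicate 1, 148 without G703P replicate 2, and 191 and 198 without Y704A replicate 1 and 2. The loci with the smallest FDR were flu (log2 difference 5.12 and 5.52), malE (3.98 and 4.70), yeeR (3.74, against G703P) and flgC (3.88, against Y704A). The flagella and chemotaxis set had a median difference of 1.97 and 2.57, and the heat shock set of -0.49 and -0.89. Mean library totals were 7337194 counts in Gly5 and 6503596 in Y704A, both below the 8557499 of TopoI-WT, which argues against library size as the cause of opposite changes in Gly5 and Y704A. What stays open is the change that each variant carries, and any difference between the cultures of a group, since every group had its own 2 cultures.

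The level of flu took separate values in the groups. It was 529.3 and 531.7 CPM in Gly5 and between 11.1 and 18.5 CPM in the other 6 variant libraries, a gap of 4.84 on the log2 scale. In the depletion experiment it was 400.7 and 405.1 CPM in control and 51.2 and 8.98 CPM in TopA-PDT libraries. The neighbouring yeeR moved with it. The libraries fall into separate levels of flu, so no value of its relation with topA is given over all 8. Among the 6 variant libraries outside Gly5, Pearson r was 0.66 (exact permutation p = 0.161) and Spearman rho 0.60 (exact permutation p = 0.242), with adjusted values of 0.201 and 0.299 over 5 relations of topA. Without both TopoI-WT libraries r was 0.26, so no relation was shown. A candidate explanation is that flu was in a different phase state in the culture that founded a group, as its gap of 4.84 would allow. This cannot be told apart from an effect of the variant, because both libraries of a group could share a founding culture.

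Of the 17 predicted RNAs that the authors listed for the 2 first depletion libraries, 5 were higher in TopA-PDT than in control beyond 95% counting intervals, and 10 were lower. These ratios use library totals. With TMM factors, which raise every ratio 1.18 times, 6 were higher and 9 lower, the RNA at 3474585 being added to the former (1.03 with totals, 1.21 with TMM factors). With 1 library each, this compares libraries and not strains, and the intervals cover counting error only. The ratios were 6.01 for the RNA at 3888543 to 3888578, 3.34 at 3263673 to 3263685, 2.86 at 1650893 to 1651460, 2.17 at 985878 to 985887 and 1.15 at 3049550 to 3049568. The ratios of all 17 ran from 0.493 to 6.01 (0.583 to 7.11 with TMM factors), which argues against 1 scaling factor between the libraries as the cause. In 4 of the 5 cases a flanking gene on the same strand rose as well, with ratios of 4.99 for tnaC, 3.34 for tdcC, 2.07 for ompF and 1.13 for gcvT, so the RNAs may be parts of those transcripts. For the RNA at 1650893, the nearest counted locus on its strand, ydfD, had a ratio of 0.881 (1.04 with TMM factors) but lies 908 bp away, which leaves that case open. No biological explanation was tested for these RNAs.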

How the results depend on the processing

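Library totals for counts of loci, set tests and correlations between variants without each library, and topA and named genes without the filter or in the compared libraries alone, and TMM factors for the predicted RNAs, were chosen only after seeing the data. Leaving out a library leaves 1 group with 1 library, which is assumed to vary like the others. For depletion it also drops the preparation covariate.

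For depletion, edgeR called 0 loci and DESeq2 99, of which 47 belonged to the 49 flagella and chemotaxis genes. Library totals gave 222 (55.4% higher, against 82.8% in DESeq2), with 48 of those genes. DESeq2 size factors, no filter and no replicate block gave 0 in edgeR, with 544, 565 and 65 loci at an unadjusted p under 0.05, and every omission of a library gave 0, with 19 to 133. For topA in depletion, the log2 fold change of 1.00 became 0.87 with library totals and 1.03 in DESeq2, both then past the threshold. Without each library it ranged from 0.52 (control replicate 1 left out) to 1.57 (control replicate 2). These fits compare the strains across unequal preparations, whereas within the TruSeq and the Novogene preparation it was 1.25 and 0.76. Why the settings gave unlike numbers of called loci was not tested.

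The replicate number of the variant libraries did not pair them, since deviations of same-numbered libraries correlated between -0.55 and 0.59. With a replicate block, the counts became 51 for Gly5, 125 for G703P, 237 for Gly5 against G703P and 510 for Gly5 against Y704A, and topA in Y704A kept its log2 fold change of -1.64 with an FDR of 0.0518. In that fit parC in Y704A had an FDR of 0.0602, and 7 of the 18 named loci in comparisons with TopoI-WT had FDRs of 0.0521 to 0.0870, on the other side of the threshold (tap, yjiX, ynfL and murP in Gly5, ttdR in G703P, nirC and ycbJ in Y704A). With only the 4 libraries compared, G703P gave 31 and Gly5 against G703P 109, while Y704A rose to 1034, Gly5 against Y704A rose to 991, and Gly5 gave 94. In that setting topA (-1.65) and araB (-1.24) each had an FDR of 0.000123 in Y704A, and araB was then past the threshold. A log2 fold change over 1 left 62 loci for Gly5, 87 for G703P, 254 for Y704A, 165 for Gly5 against G703P and 276 for Gly5 against Y704A, by construction. For G703P against Y704A, DESeq2 called 16 loci, and no filter and library totals called 1 each. Without each library in turn, counts ranged from 12 to 45 for Gly5, 0 to 579 for G703P, 1 to 539 for Y704A, 0 to 2 for G703P against Y704A, 101 to 555 for Gly5 against G703P and 191 to 600 for Gly5 against Y704A. The fit then has fewer samples. The fall of topA in G703P passed in DESeq2 (-1.35), as did its difference of 0.87 between Gly5 and Y704A. Without each library, topA in Y704A ranged from -1.85 to -1.44, all short of the threshold, G703P against Y704A from -0.12 to 0.60, Gly5 against G703P from 0.061 to 0.98, and Gly5 against Y704A from 0.34 to 1.24.

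Fry called 0 sets for depletion, Y704A and G703P against Y704A, where camera called 2, 2 and 3. Leaving out a library also moved sets that camera had not called with all libraries. The flagella median in G703P, -0.086 with all libraries, was -0.55 without G703P replicate 2 and 0.29 without its replicate 1. Ribosomal protein medians ranged from -0.20 to -0.042 in G703P and from -0.13 to -0.042 in Gly5. The SOS median ranged from -0.19 to -0.014 in G703P against Y704A. Without each library, the sets called numbered 3 to 4 for depletion, 0 to 2 for G703P and 0 to 2 for Y704A, adjusted within the comparison. The length relation was 0.124 in the TruSeq preparation alone, and at loci with a mean count of at least 100 it was 0.0844 for G703P and 0.123 for Y704A, against 0.0504 and 0.0814 at all coding loci. With a different TopoI-WT library for each variant, correlations were -0.00476 or 0.173 for Gly5 and G703P, -0.0510 or 0.0963 for Gly5 and Y704A, and 0.64 or 0.61 for G703P and Y704A. With the shared control, the last pair gave 0.893 at loci with a mean count of at least 100. Without each library, r ranged from 0.0670 to 0.238 for depletion and Gly5, -0.151 to -0.00688 for depletion and Y704A, -0.00529 to 0.417 for Gly5 and Y704A, and 0.675 to 0.856 for G703P and Y704A. The cause was not tested.

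Signs of genes turned only for values that edgeR with TMM factors and all libraries had not called. The ratio of the predicted RNA at 3327004, 0.985 with library totals, was 1.17 with TMM factors, within counting intervals in both. In the Novogene preparation topB was 0.091 and gyrA 0.014. With library totals, topB was 0.10 and gyrB 0.053 in G703P, and without a filter parC was -0.00175 in Gly5. Without each library, gyrA ranged from -1.15 to 0.98 in depletion, -0.15 to 0.22 in Gly5 and -0.35 to 0.025 in Y704A, lacZ from -2.37 to 4.41 in depletion, and in Gly5 gyrB from -0.030 to 0.095 and parC from -0.044 to 0.053. The values of topA, given above, are not part of the following count. Of 527 values of other single genes under alternatives, 435 kept their direction and, where an adjusted p-value was available, their side of the threshold. Another 69 lost a call, 9 gained one and 14 changed sign. Single preparations were not tested, and DESeq2 gave no adjusted p for lacZ in G703P and Y704A. Those values speak for direction only. Depth limits loci with few counts, such as lacZ with 29 and 31 counts in the Novogene libraries of depletion.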

Other observations

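The tests of the arabinose genes, of plasmid copies, of lacZ, of culture state and of the length relation, and the rule for reading the distance from the origin in depletion, Gly5 and G703P, were chosen only after the result was seen.

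In the variant libraries, topA and araB were lower than in TopoI-WT. The level of araF was not lower throughout, at 1343 CPM in Gly5 replicate 1 against 773.5 and 875.9 CPM in TopoI-WT. Across the 8 libraries topA followed araB (Pearson r = 0.97, exact permutation p = 0.000198; Spearman rho = 0.95, exact permutation p = 0.00114), with adjusted values of 0.000992 and 0.00570 over 5 relations, of which 2 were with flu. Without both TopoI-WT libraries r was 0.92. The relation with araF gave r = 0.87 (exact permutation p = 0.00605; rho = 0.88, exact permutation p = 0.00724; adjusted 0.0151 and 0.0181) and 0.93 without TopoI-WT. With araA, r was 0.79 (exact permutation p = 0.0199; rho = 0.76, exact permutation p = 0.0368; adjusted 0.0332 and 0.0613), so rho did not pass the adjustment. With araA, r was 0.39 without TopoI-WT, so that relation rests on those libraries. The permutations treated the 8 libraries as exchangeable, although they form 4 groups of 2. These p-values therefore do not separate a relation across libraries from differences between groups. Fewer copies of the plasmid would lower topA but not araF, which lies on the chromosome, so r = 0.87 argues against plasmid copies as the whole cause. The activity of the arabinose promoter may have differed between cultures, as r = 0.97 would allow, and topA differed between libraries of one group in the same direction as araB and araF in 4 of 4 groups. For araA this held in 3 of 4, and the exception, Gly5, had nearly equal araA levels of 3061 and 3076 CPM. It cannot be told apart from other causes that act on the same genes, such as lower transcription by CRP, and the genes were chosen because they had been seen to fall.

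Lower transcription by CRP, the regulator that also serves the arabinose genes, was tested on 56 listed CRP-activated genes that left out those already seen. Their median log2 fold change was -0.88 in G703P, with 47 of 56 below the median of all loci, and -0.86 in Y704A, with 49 of 56. Adjusted over the 3 comparisons with TopoI-WT alone, both passed in camera (FDR 4.1e-13 and 2.26e-12) and fry (FDR 0.0236 for each). With an estimated correlation neither passed (FDR 0.118 for each). The p-values in fry were 0.0148 and 0.0157. Among the 49 set tests, a fry p of 0.0144 (heat shock genes in Y704A) had an FDR of 0.101. The pass in fry therefore rests on the smaller number of tests. In Gly5 the median was 0.0294, with 27 of 56 below the median of all loci (FDR 0.887 in camera and 0.998 in fry). These values argue against a general fall of the listed genes in Gly5. A fall limited to some CRP-activated genes stays open there. Lower CRP-dependent transcription is a candidate explanation for part of the changes in G703P and Y704A. Whether it follows from the variants or from the state of the cultures was not tested.

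The differences between libraries of one variant resembled the effect of another. Across 3768 loci, G703P replicate 2 minus replicate 1 correlated with Y704A minus TopoI-WT, which uses none of its libraries, at r = 0.41, and Gly5 replicate 2 minus replicate 1 at r = 0.39. Replicate numbers carry no order, so the size of these values and not their sign is informative. A culture state that varies between cultures of one strain may therefore contribute to the genes that G703P and Y704A share. An effect of the variants stays open, as untested.

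The absence of edgeR calls in depletion was set against simulation. In the same design, 53.1% of 200 simulated changes of log2 size 1 were called, and in the real data the same design with library totals called 222 loci. Both show that a design with 1 residual degree of freedom can make calls, but not whether that limit caused their absence here. Between simulation runs the share called ranged from 27.5% to 67.0%. In the real data, DESeq2 size factors in the same design gave 0 calls, while the DESeq2 test called 99 loci. The simulation held no differences in effect between preparations, and the real preparations correlated at r = 0.34 only.

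High lacZ counts in the first depletion libraries came with 514 counts of lacY in control and 322 in TopA-PDT. The ratio of lacZ to lacY was 4.58 times higher in TopA-PDT (95% counting interval 3.93 to 5.33). Cells with an intact lac operon, at 1 fixed ratio in both libraries, cannot be told apart from other sources, because the amount of lacY from other cells may also differ between the libraries.

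Changes were also compared with the distance from the replication origin, placed at mnmG. Spearman's rho across loci was -0.0266 for depletion, 0.0300 for Gly5 and 0.0136 for G703P. Between libraries of one variant group it was at most 0.0253 in size. That limit was set by the G703P libraries themselves. The single libraries gave 0.0047 and 0.0227 for G703P and 0.0198 and 0.0264 for Gly5, so in neither can a difference in replication be told apart from the spread between libraries. For depletion they gave -0.0204 and -0.0065, but the limit comes from the other experiment, so a difference in replication cannot be told apart from other differences between those strains. For Y704A, rho was 0.0532, and both single libraries, at 0.0549 and 0.0484, exceeded 0.0253, so a difference in replication may contribute, though the relation is weak. The relation of depletion changes with coding length was larger than any between libraries of one variant group (at most 0.0740 in size). Those libraries belong to the other experiment and do not bound a bias between the strains compared here, so the length relation cannot be told apart from a difference in RNA quality or library bias between the strains. An effect of depletion stays open as well. For Y704A, rho with coding length was 0.0814, also above 0.0740, a limit set by the Y704A libraries themselves. Its single libraries gave 0.0652 and 0.0962, on both sides of that limit. In Y704A the length relation therefore cannot be told apart from the spread between libraries. At loci with a mean count of at least 100 it was 0.123, but no limit was computed for those loci.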
